A study of Caenorhabditis elegans with 12 samples. Its data were reported in "HRDE-2 drives small RNA specificity for the nuclear Argonaute protein HRDE-1" (2024).

How the data were processed

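The series measured where H3K9me3, a histone mark tied to gene silencing, lies along the genome of C. elegans germline nuclei. The nuclei came from day 1 adults grown at 20 °C. CUT&Tag was used, in which an antibody tethers a transposase that cuts and tags the DNA nearby, so that sequenced fragments mark the sites the antibody bound. The 12 libraries fall into 3 genotypes (wild-type, hrde-1 mutants and hrde-2 mutants). Each genotype has 3 H3K9me3 libraries and 1 library labelled IgG, for which the methods state that no primary antibody was added. The authors found that the anti-H3K9me3 antibody also bound H3K27me3 and H4K20me3, so the counts called H3K9me3 here may hold fragments of those marks.

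The deposited values are counts of fragments per gene. Per the file headers, the authors ran featureCounts 2.0.1 on paired-end alignments, assigned fragments to the exons of the WS258 canonical gene set and summed them by gene, with no use of strand. They had aligned the reads to the WS258 genome with bowtie2. Fragments in introns and between genes do not enter these counts. The header option that splits a fragment between genes had no effect, because the values of all 12 files were whole numbers. Genes on opposite strands that overlap cannot be separated. A fragment that fits several similar copies may have been placed at any one of them, so counts of repeated genes are uncertain for each copy. Removal of duplicate fragments is not stated. Each file listed the same 46760 genes, and no row lacked a gene name. Symbols and gene types were taken from Ensembl release 115 by gene ID, which matched 46564 genes, all on the same chromosome. Coordinates are those of the deposited files (WS258).

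Total counts ran from 1470699 to 8719542 in the H3K9me3 libraries and from 13950 to 233980 in the IgG libraries. A gene with no count may still have had up to 3 counts, which is 0.344 to 2.04 CPM in the H3K9me3 libraries and 12.8 to 215 CPM in the IgG libraries. Wilson 95% confidence intervals are given for single IgG libraries. The intervals, floors and Fisher's exact tests on single IgG libraries cover counting error only, since fragments copied by PCR are not independent molecules. No spike-in was used for scaling, so all comparisons are relative to the other genes of a library.

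Genes were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F-test), with TMM scaling, on the 28691 genes that passed filterByExpr with a minimum count of 10. All 9 H3K9me3 libraries entered one fit without a replicate block. P-values were adjusted by the Benjamini-Hochberg method and 0.05 was the threshold. The IgG libraries stayed out of the fit, being 1 per genotype and shallow. On simulated counts, 200 genes were changed, each by 1 on the log2 scale. Among 28511 genes tested, the same code called 173 of the changed genes (86.5%) in the right direction, along with 6 unchanged genes. The changed genes were drawn from genes above a minimum mean count, and every gene was given the same spread. The share therefore does not describe genes of low count or larger spread.

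Membership of 5 gene lists was taken from the study, and no supplementary value was used. The lists were the genes with small RNAs bound by HRDE-1 in mut-2 mutants (965 genes), those bound in mut-2; hrde-2 double mutants (590), the genes with higher mRNA in hrde-2 mutants (1063) or hrde-1 mutants (186), and the genes near H3K9me3 peaks that were higher in hrde-2 mutants (468, of which 463 are listed in the files). The last list was picked by the study from these same libraries. Which mutant it belongs to is in doubt, because the study's sheets of raised peaks for hrde-1 and hrde-2 hold the same peaks and values under different mutant names, and the title inside the gene sheet differs from its table of contents, which was followed. The sheet for mut-2; hrde-2 ended in genes that repeat the end of the sheet for simr-1 mutants, and these were left out. The lists of CSR and WAGO targets as such were not analysed here. Each list was tested with camera of limma 3.58.1 (two-sided, preset correlation 0.01), with Benjamini-Hochberg adjustment over 10 list tests. Fry and camera with an estimated correlation were alternatives. List medians were also set against 10000 random lists drawn from the other tested genes in the same bins of mean counts per kb over the 9 libraries (20 bins), or of counts per kb, GC content and exon length (5 bins each).

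RPM summed over a list, and shares of counts on the X chromosome or in the first and last of 3 equal parts of the autosomes (the outer parts), were compared with exact two-sided permutation tests. With 3 libraries against 3, the smallest p such a test can give is 0.1. Both mutants were compared with the same wild-type libraries, so their correlation, same-sign share and shared calls were set against 20 simulations of unchanged groups. A block was defined as at least 3 calls in the same direction with at most 2 other tested genes between neighbouring calls.

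The genes named were set by a rule. They are the targeted genes, the 3 genes the study shows as examples, and for each mutant the 4 genes higher and 4 lower with the largest fold change among those past the threshold. The latter had to average at least 2 CPM, have no overlap between mutant and wild-type libraries, and lie at least 100 kb from a gene already taken in that direction. The tests, samples, lists, naming rule and alternatives were chosen before the data were examined. The block search, the matched lists and the comparison of lists between the mutants, in a fit of only their 6 libraries, were added afterwards. Alternatives covered scaling, low-count filters, DESeq2 1.42.0, depth, the libraries in the fit, the replicate number as a block and leaving out each library. Summed RPM with nuclear rRNA genes left out of the total was chosen after seeing the data, as the share of these genes differed between libraries.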

Results

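H3K9me3 CUT&Tag was performed on isolated germline nuclei of C. elegans to ask how the mark changes when the nuclear Argonaute HRDE-1, or its partner HRDE-2, is lost. HRDE-1 binds short antisense RNAs (22G-RNAs) and directs H3K9me3 to the genes they match. From sequencing of the small RNAs bound to HRDE-1, the study reported that without HRDE-2 it preferentially binds RNAs of another class. The wild-type H3K9me3 libraries held 6882011, 1470699 and 8719542 counts on genes. The hrde-1 libraries held 6677578, 8317686 and 8683963, and the hrde-2 libraries held 6254908, 6982902 and 6371367. The IgG libraries were far shallower, with 233980 counts in wild-type, 37617 in hrde-1 mutants and 13950 in hrde-2 mutants. Nuclear rRNA genes took between 13.2% and 24.6% of the counts in the H3K9me3 libraries, with the highest share in wild-type replicate 3.

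Across genes, log2 CPM of the libraries correlated with Pearson's r between 0.956 and 0.971 within genotypes and between 0.949 and 0.967 across genotypes, leaving aside wild-type replicate 2. The 8 pairs with that library, the shallowest, had r between 0.896 and 0.909. Genes are not independent replicates, so these values describe the libraries only. No pair of libraries agreed within sampling noise, as the lowest chi-square per degree of freedom was 2.67.

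The targeted genes were examined first. Counts at hrde-1 (WBGene00007624, chromosome III, 4172337 to 4176159) were 85.8 ± 2.42 CPM in wild-type, 89.9 ± 4.26 in hrde-1 mutants and 120 ± 2.71 in hrde-2 mutants (SD, n = 3). Counts at hrde-2 (WBGene00011324, chromosome V, 15005100 to 15006400) were 20.96 ± 3.24 CPM in wild-type, 20.5 ± 3.43 in hrde-1 mutants and 24.7 ± 1.42 in hrde-2 mutants (SD, n = 3). None of these differences passed the edgeR threshold (adjusted p 0.182 for hrde-1 in hrde-2 mutants, which passed in 2 of 18 other settings). The IgG libraries had 21, 2 and 2 counts at hrde-1 and 3, 0 and 1 counts at hrde-2, in the order wild-type, hrde-1 and hrde-2. CUT&Tag counts over whole genes did not show either mutation, and so they give no check of the genotype labels.

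To determine which genes gained or lost H3K9me3 without HRDE-1, the hrde-1 libraries were compared with wild-type. Of 28691 genes tested, 54 were higher and 164 were lower (edgeR, adjusted p under 0.05). Mitochondrial genes made up 28 of the 54 higher and 0 of the 164 lower. The mitochondrial share of counts was higher in each IgG library than in the H3K9me3 libraries of its genotype. These 28 calls are therefore not taken as gains of the mark. At an unadjusted p under 0.05 there were 3160 genes. The number of calls moved most when all libraries were thinned to the depth of wild-type replicate 2, which left 0 higher and 5 lower. One library decided much of the split between directions, since leaving out wild-type replicate 3 gave 151 genes higher and 150 lower. Without wild-type replicate 1 there were 32 higher, without hrde-1 replicate 1 there were 16 higher and 79 lower, and without hrde-1 replicate 3 there were 70 lower. Among the genes that fell, ZK228.1 (WBGene00013944, chromosome V, 18444418 to 18447019) had 169 ± 24.5 CPM in wild-type (SD, n = 3) and 1 count in all hrde-1 libraries together, which is at least 438-fold lower. It lies in a block of 12 neighbouring genes called lower, whose log2 fold changes ran from -11.49 to -1.407. The IgG libraries had 24, 0 and 4 counts at ZK228.1 in wild-type, hrde-1 and hrde-2 mutants, and a count of 0 in the hrde-1 library allows up to 79.8 CPM. T08D2.6 (WBGene00011611, chromosome X, 179786 to 182169) fell by 1.58 ± 0.30 on the log2 scale (SE, adjusted p 0.00285), and W08E12.4 (WBGene00021085, chromosome IV, 3302358 to 3302973) fell by 1.48 ± 0.21 (SE, adjusted p 2.21e-05). The copy of fbxc-8 with the ID WBGene00045299 (chromosome IV, 901110 to 902891) fell by 1.39 ± 0.13 (SE, adjusted p 1.79e-09). It belongs to a row of fbxc genes of one family, among which the placement of fragments is uncertain.

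Fewer genes rose in hrde-1 mutants. The snoRNA gene R166.7 (WBGene00045074, chromosome II, 10545199 to 10545329) rose by 1.91 ± 0.48 on the log2 scale (SE, adjusted p 0.0447), from only 1.08 ± 1.03 CPM in wild-type (SD, n = 3). It passed the threshold in 7 of 15 other settings. The protein-coding gene alh-2 (WBGene00000108, chromosome V, 1644169 to 1647728) rose by 1.43 ± 0.20 (SE, adjusted p 1.22e-05), from 14.7 ± 5.42 to 36.7 ± 3.23 CPM (SD, n = 3). The ncRNA gene B0365.10 (WBGene00219786, chromosome V, 13130359 to 13130478) rose by 1.21 ± 0.26 (SE, adjusted p 0.00839), and lost its call in 2 of the fits without 1 library. The mitochondrial tRNA gene WBGene00014451 (starting at 58 on the mitochondrial genome) rose by 1.45 ± 0.26 (SE, adjusted p 0.00117). It was 1 of 28 mitochondrial genes called higher, out of 36 tested. The mitochondrial share of counts was 2.75% ± 0.441 in hrde-1 mutants against 1.54% ± 0.343 in wild-type (SD, n = 3 each), with no overlap (exact two-sided permutation test, p 0.1, the smallest possible).

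The hrde-2 libraries were compared with wild-type in the same fit. There were 53 genes higher and 89 lower (edgeR, adjusted p under 0.05), and 2669 genes at an unadjusted p under 0.05. The share of calls that were higher was 37.3%. It depended on scaling, and rose to 74.4% with total counts alone and to 90.3% with TMM over the 10% of genes with the most counts per kb. These scalings moved the median of all genes from 0.00 to 0.10 and to 0.17 on the log2 scale. Leaving out hrde-2 replicate 2 left 29 genes higher and 21 lower. Without wild-type replicate 3 there were 92 higher and 42 lower, without hrde-2 replicate 3 there were 32 higher and 57 lower, without wild-type replicate 1 there were 158 lower, and without hrde-2 replicate 1 there were 34 lower.

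The genes shown as examples in the study were then examined. Counts at eif-3.I (WBGene00001232, chromosome I, 2485867 to 2489780) went from 21.2 ± 1.56 CPM in wild-type to 183 ± 9.30 in hrde-2 mutants (SD, n = 3), a log2 fold change of 2.96 ± 0.14 (SE, edgeR adjusted p 4.86e-18). Those at ddx-10 (WBGene00021277, 2489976 to 2497371) went from 26.3 ± 0.405 to 211 ± 4.12 CPM (SD, n = 3), and those at Y23H5B.5 (WBGene00021276, 2498134 to 2506259) from 15.4 ± 3.89 to 94.5 ± 7.22 CPM (SD, n = 3). Their log2 fold changes were 2.89 ± 0.13 and 2.40 ± 0.16 (SE), with adjusted p of 1.68e-18 and 7.1e-14. In hrde-1 mutants the 3 genes stayed within 0.08 of wild-type on the log2 scale, with adjusted p of at least 0.901. They are direct neighbours, so they are 1 locus and not 3 separate examples. The IgG libraries had 3, 0 and 1 counts at eif-3.I, too few for a comparison.

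**Figure D1:**
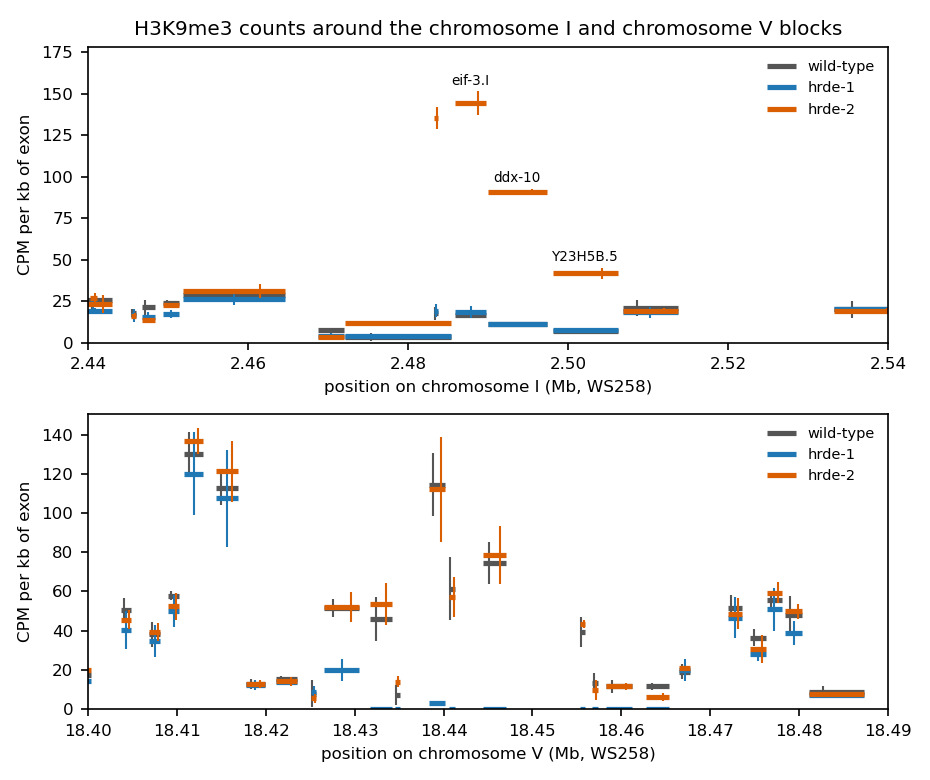
Mean H3K9me3 CPM per kb of exon (vertical axis) along parts of chromosomes I and V (horizontal axis, Mb), where each horizontal bar is a gene over 400 bp in 1 genotype and vertical lines are ± SD over 3 libraries. Genes from abtm-1 to Y23H5B.5 stand above wild-type in hrde-2 mutants, and the genes drawn from srw-83 to ZK228.4 fall in hrde-1 mutants, most of them to near 0.

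Elsewhere, orc-2 (WBGene00003882, chromosome II, 10873931 to 10877934) rose by 1.76 ± 0.18 on the log2 scale in hrde-2 mutants (SE, adjusted p 6.01e-08). The gene fbxa-6 (WBGene00008352, chromosome III, 1271 to 3092), the first of a block at the end of the chromosome, rose by 1.61 ± 0.17 (SE, adjusted p 1.68e-07). C04F12.16 (WBGene00219286, chromosome I, 9704870 to 9705420) rose by 1.14 ± 0.26 (SE, adjusted p 0.0291), and lost its call in 5 of the fits without 1 library. Of the genes that fell, the tRNA gene WBGene00014476 (chromosome X, 14162026 to 14162097) changed by -1.31 ± 0.21 (SE, adjusted p 0.000283) and ZC132.11 (WBGene00269432, chromosome V, 4296721 to 4298089) by -1.28 ± 0.25 (SE, adjusted p 0.00618). Y73B3A.20 (WBGene00022221, chromosome X, 47766 to 48733) changed by -1.27 ± 0.30 and the snRNA gene smy-11 (WBGene00045204, chromosome IV, 14863987 to 14864064) by -1.24 ± 0.29 (SE, adjusted p 0.0306 for both). Leaving out 1 library at a time lost the call of ZC132.11 in 2 fits, of Y73B3A.20 in 4 and of smy-11 in 3.

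The mutants were next compared with each other. In hrde-2 mutants 60 genes were higher and 67 lower than in hrde-1 mutants (edgeR, adjusted p under 0.05). Leaving out hrde-1 replicate 1 or hrde-2 replicate 2 reduced the lower genes to 33 or 37. The log2 fold changes of the mutants over wild-type correlated across genes with r = 0.539, where simulated unchanged groups that share the wild-type libraries gave r between 0.538 and 0.565. The correlation was thus within the range that shared controls give, but the share of genes with the same sign in both mutants, 72.8%, was above the simulated range of 67.9% to 68.8%. By the threshold, 1 gene was called higher and 40 were called lower in both mutants. The simulations gave at most 0 such genes, but as they gave at most 3 calls per comparison they set no bound on this overlap. Without wild-type replicate 3, only 20 of these 41 genes were called in both. The total called in both was 70 without wild-type replicate 1, 45 without replicate 2 and 40 without replicate 3.

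To ask whether H3K9me3 followed the genes that HRDE-1 binds, the lists were tested as sets. Both lists of bound genes come from strains with a mut-2 mutation, which the CUT&Tag strains do not carry. The HRDE-1 targets that the study defined in wild-type and in hrde-2 mutants were not among the lists used. The list bound in mut-2 had a median log2 fold change of -0.06 in hrde-1 mutants (camera adjusted p 0.000277), with 384 of its 949 tested genes above 0. In hrde-2 mutants its median was -0.01 (camera adjusted p 0.2). The list bound in mut-2; hrde-2 had a median of 0.12 in hrde-2 mutants (camera adjusted p 8.22e-09), with 417 of 585 genes above 0. In hrde-1 mutants, which lack HRDE-1, its median was 0.06 (camera adjusted p 0.0215). Of the genes of the list bound in mut-2, 0 were called higher and 43 lower in hrde-1 mutants, and adjusted over the list alone these counts were 4 and 87, with 180 genes at an unadjusted p under 0.05. Of the list bound in mut-2; hrde-2, 17 were called higher and 3 lower in hrde-2 mutants, and 33 and 6 adjusted over the list alone. The other way around, the first list had 2 higher and 13 lower in hrde-2 mutants (4 and 21 adjusted over the list alone) and the second 0 higher and 8 lower in hrde-1 mutants (1 and 10, with 86 at an unadjusted p under 0.05).

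The genes with higher mRNA in hrde-1 mutants had medians of -0.09 in hrde-1 mutants (camera adjusted p 3.31e-05) and -0.07 in hrde-2 mutants (0.0017). Adjusted over the list alone, 4 were higher and 34 lower in hrde-1 mutants, and 1 and 7 in hrde-2 mutants, against 1 and 15, and 0 and 3, over all genes (33 at an unadjusted p under 0.05 in hrde-2 mutants). The genes with higher mRNA in hrde-2 mutants had medians of 0.06 in hrde-1 mutants (camera adjusted p 0.2) and 0.05 in hrde-2 mutants (0.00573). Over all genes 0 were higher and 22 lower in hrde-1 mutants, and 11 and 3 in hrde-2 mutants, and adjusted over the list alone 4 and 31, and 14 and 4 (149 at an unadjusted p under 0.05 in hrde-1 mutants). The peak genes had medians of 0.10 in hrde-1 mutants (camera adjusted p 9.01e-05) and 0.16 in hrde-2 mutants (9.06e-11), with 7 called higher and 0 lower in hrde-2 mutants (10 and 0 adjusted over the list alone, 61 at an unadjusted p under 0.05) and 1 higher and 1 lower in hrde-1 mutants (0 and 0, with 54 at an unadjusted p under 0.05). As the study chose that list on these libraries, its values are not independent evidence.

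With camera at an estimated correlation, 4 of the 8 list calls held: the list bound in mut-2 in hrde-1 mutants (adjusted p 0.0061), the list bound in mut-2; hrde-2 in hrde-2 mutants (0.048), and the peak genes in both. Fry kept these and 2 more, the genes with higher mRNA in hrde-1 mutants in hrde-1 mutants and those with higher mRNA in hrde-2 mutants in hrde-2 mutants. The rise of the list bound in mut-2; hrde-2 in hrde-1 mutants held under neither.

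**Figure D2:**
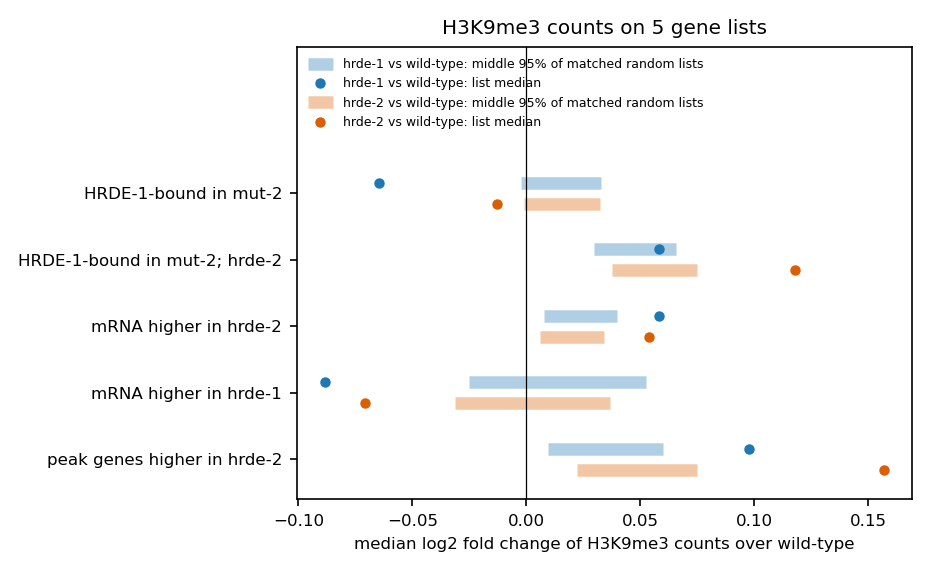
Median log2 fold change of H3K9me3 counts over wild-type (horizontal axis) of 5 gene lists (vertical axis) in hrde-1 and hrde-2 mutants, where points are list medians and bars span the middle 95% of 10000 random lists matched on counts per kb, GC content and exon length. The list bound in mut-2; hrde-2 lies above its bar in hrde-2 mutants, at 0.12, and inside it in hrde-1 mutants, at 0.06.

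Summed RPM gave the same comparison per library. The list bound in mut-2; hrde-2 held 27178 ± 1093 RPM in wild-type, 28419 ± 1533 in hrde-1 mutants and 31900 ± 1020 in hrde-2 mutants (SD, n = 3). The hrde-2 libraries did not overlap wild-type (exact two-sided permutation test, p 0.1, the smallest possible; 0.267 adjusted over 8 such tests). With TMM-scaled CPM the difference shrank from 4722 to 2819 and the groups overlapped (exact permutation p 0.2). In RPM the hrde-1 libraries overlapped wild-type (exact permutation p 0.4). The list bound in mut-2 held 32134 ± 1818 RPM in wild-type, 30045 ± 1783.1 in hrde-1 mutants (exact permutation p 0.2) and 33149 ± 976.3 in hrde-2 mutants (p 0.6). In the IgG libraries the list bound in mut-2; hrde-2 held 23553 RPM in wild-type (Wilson 95% interval 22947 to 24176), 28790 in hrde-1 mutants (27148 to 30529) and 26452 in hrde-2 mutants (23916 to 29248). The H3K9me3 value of this list was 15.4% above the IgG value in wild-type, -1.29% from it in hrde-1 mutants and 20.6% above it in hrde-2 mutants. The gap depended on nuclear rRNA, which took 35.1% of the wild-type IgG counts. With nuclear rRNA genes left out of the totals, a setting chosen after seeing the data, it was -6.81%, -7.51% and 7.38%, so the wild-type value turned from above to below IgG. For the list bound in mut-2 the IgG libraries held 21510, 27727 and 29319 RPM in wild-type, hrde-1 and hrde-2 mutants. Its H3K9me3 values were 49.4%, 8.36% and 13.1% above these. With nuclear rRNA genes left out of the totals, the gaps were 20.6%, 1.49% and 0.671%. Without rRNA genes, the difference of the list bound in mut-2; hrde-2 between hrde-2 mutants and wild-type was 3802 RPM (exact permutation p 0.1). For the list bound in mut-2 it was -3162 RPM in hrde-1 mutants and, opposite to the value with all genes, -865 RPM in hrde-2 mutants (exact permutation p 0.1 for both).

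**Figure D3:**
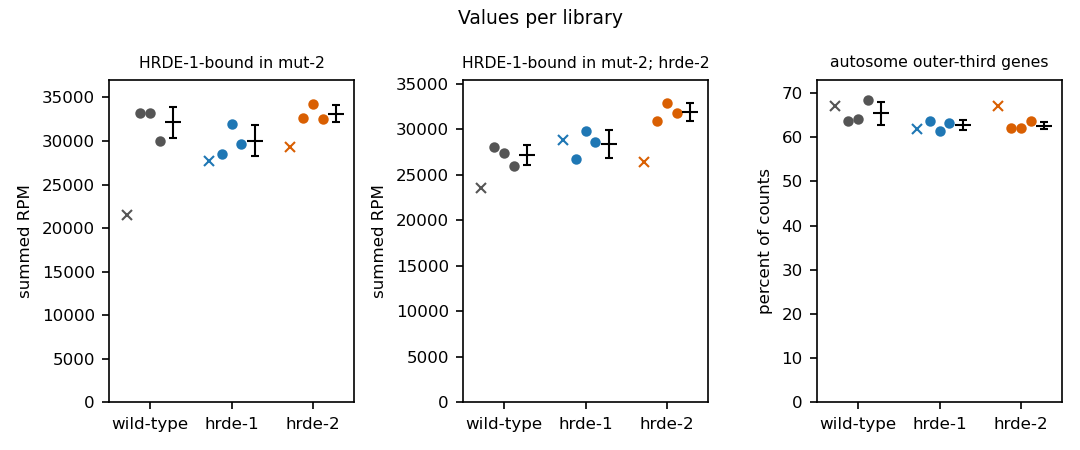
Summed RPM of the lists bound in mut-2 and in mut-2; hrde-2, and percent of counts on genes in the outer parts of the autosomes (vertical axes), per genotype (horizontal axis), where dots are H3K9me3 libraries, crosses are IgG libraries and black bars are mean ± SD over 3 libraries. The hrde-2 dots of the list bound in mut-2; hrde-2 lie between 30925 and 32960 RPM, all above the wild-type dots, and the outer-part shares of both mutants lie below those of wild-type.

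The distribution along chromosomes was compared as well. Genes in the outer parts of the autosomes, the first and last of 3 equal parts of each, held 65.5% ± 2.60 of counts in wild-type, 62.7% ± 1.197 in hrde-1 mutants and 62.6% ± 0.804 in hrde-2 mutants (SD, n = 3), with no overlap (exact two-sided permutation test, p 0.1 for each, the smallest possible). The gap to hrde-1 mutants was narrow, with the lowest wild-type library at 63.77% and the highest hrde-1 library at 63.67%. Wild-type replicate 3 carried much of the differences, which shrank without it from -2.72 to -1.23 and from -2.84 to -1.34 percentage points. This library also had the highest share of nuclear rRNA, 24.6%. The outer-part share was not measured without rRNA genes, so their part in the differences is open. Without the 10 genes with the most counts, the difference was -1.12 points in hrde-2 mutants, with overlap (exact permutation p 0.3), and -2.43 in hrde-1 mutants (p 0.1). The IgG libraries had 67.0%, 61.8% and 67.0%. The X chromosome held 13.5% ± 1.05 of counts in wild-type, 13.6% ± 0.499 in hrde-1 mutants and 14.04% ± 0.247 in hrde-2 mutants (SD, n = 3), which did not differ beyond the spread (exact permutation p 1.0 and 0.6). In the IgG libraries it held 9.51%, 11.6% and 12.7%.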

Values the study reported

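The study reported that HRDE-1 targets numbered 965 genes in mut-2 mutants, of which 729 (75.54%) were WAGO targets and 86 (8.91%) were CSR targets. For mut-2; hrde-2 mutants it gave 590 HRDE-1 targets, of which 53 (8.98%) were WAGO targets and 408 (69.15%) were CSR targets.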

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

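Of the alternatives other than leaving out a library, 155 values of the comparisons kept their direction and side of the threshold or stayed within the limits set for counts, and 24 moved, 8 reversed, 11 became weaker and 2 became stronger. Of the fits that each left out 1 library, 175 kept and 17 moved, 4 reversed and 5 became weaker. Where no cause is named below, the cause was not tested.

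Scaling changed the direction of calls. With total counts alone 32.7% of the calls in hrde-1 mutants, 74.4% in hrde-2 mutants and 61.6% between the mutants were higher, and with TMM over the 10% of genes with the most counts per kb 40.3%, 90.3% and 67.8%, against 24.8%, 37.3% and 47.2% as reported. These scalings moved the median of all genes in hrde-2 over hrde-1 to 0.09 and 0.13 on the log2 scale. With total counts alone there were 99 genes higher and 34 lower in hrde-2 mutants. With TMM over the densest 10% there were 89 lower in hrde-1 mutants, 223 higher and 24 lower in hrde-2 mutants, and 99 higher in hrde-2 than in hrde-1 mutants. Under these scalings the list bound in mut-2 had medians of 0.0904 and 0.153 in hrde-2 mutants, and the genes with higher mRNA in hrde-1 mutants 0.0315 and 0.0930, so both turned positive. Relative to the shifted medians of all genes, 0.10 and 0.17, both lists stayed below.

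Without a low-count filter 90 genes were higher in hrde-1 mutants, 174 lower in hrde-2 mutants and 103 lower in hrde-2 than in hrde-1 mutants, with 41702 genes tested. With only the 6 libraries of the genotypes compared, 105 genes were higher and 119 lower in hrde-2 than in hrde-1 mutants. The DESeq2 Wald test called 38 lower there. A fold change of at least 2 left 22 higher and 36 lower in hrde-1 mutants, 10 and 13 in hrde-2 mutants, and 29 and 35 between the mutants.

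Depth limited the calls. Thinned to 1470699 counts per library, 0 genes were higher and 5 lower in hrde-1 mutants, 3 higher and 0 lower in hrde-2 mutants, and 11 higher and 0 lower between the mutants, all of them among the genes called at full depth. At an unadjusted p under 0.05 there were 1206, 922 and 1052 genes. Of the list calls, 4 were lost: -0.0643 for the list bound in mut-2 and 0.0464 for that bound in mut-2; hrde-2 in hrde-1 mutants, and in hrde-2 mutants 0.0483 for the genes with higher mRNA in hrde-2 mutants and -0.0740 for those with higher mRNA in hrde-1 mutants. The other 4 were kept: -0.1596 for the genes with higher mRNA in hrde-1 mutants in hrde-1 mutants (camera adjusted p 0.0172), 0.141 and 0.184 for the peak genes in hrde-1 and hrde-2 mutants (0.00627 and 0.000352), and 0.101 for the list bound in mut-2; hrde-2 in hrde-2 mutants (0.00353).

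There was little sign that the replicate numbers pair the libraries. Deviations from the group means correlated with r between -0.082 and 0.18 over 9 same-numbered pairs. The correlation exceeded 0.1 in only 2 pairs, both of hrde-2 and wild-type. Pairs with different numbers were not compared, so pairing is not excluded. With the replicate number as a block there were 80 genes higher and 212 lower in hrde-1 mutants, 66 and 100 in hrde-2 mutants, and 69 and 75 between the mutants. No list call changed under the block (medians of -0.07 for the list bound in mut-2 in hrde-1 mutants and 0.12 for that bound in mut-2; hrde-2 in hrde-2 mutants).

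The list tests also depended on the method and on the members. Camera with an estimated correlation, and fry, use the same medians but did not call 0.0585 for the list bound in mut-2; hrde-2 in hrde-1 mutants or -0.0709 for the genes with higher mRNA in hrde-1 mutants in hrde-2 mutants. The estimated correlation also lost -0.0885 for the latter list in hrde-1 mutants and 0.0537 for the genes with higher mRNA in hrde-2 mutants in hrde-2 mutants. Members on no other list gave 0.0553 in hrde-1 mutants and -0.0593 in hrde-2 mutants for the genes with higher mRNA in hrde-1 mutants, the first a reversal, so its fall rested on genes it shares with other lists. The genes with higher mRNA in hrde-2 mutants passed the threshold in hrde-1 mutants without a low-count filter (0.0692) and with members on no other list (0.0699). The list bound in mut-2; hrde-2 kept its call in hrde-2 mutants under each alternative run, with adjusted p from 4.67e-13 to 0.048.

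Across the fits that each left out 1 library, genes higher ran from 16 to 151 in hrde-1 mutants, 29 to 92 in hrde-2 mutants and 43 to 89 between the mutants, and genes lower from 70 to 180, 21 to 158 and 33 to 97. Leaving out wild-type replicate 3 gave the highest values for genes higher, and 50.2% and 68.7% of the calls in hrde-1 and hrde-2 mutants were higher. The median of the list bound in mut-2; hrde-2 in hrde-1 mutants ran from 0.0369 to 0.0996 and lost its call without wild-type replicate 1, wild-type replicate 2 or hrde-1 replicate 3. In hrde-2 mutants the genes with higher mRNA in hrde-2 mutants ran from 0.0388 to 0.0823 (lost without wild-type replicate 1), and those with higher mRNA in hrde-1 mutants from -0.116 to -0.0373 (lost without wild-type replicate 3). The correlation between the mutants ran from 0.490 to 0.702, and was 0.699 without wild-type replicate 3 and 0.702 without wild-type replicate 1.

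In hrde-2 mutants, TMM scaling cut the difference in summed RPM of the list bound in mut-2; hrde-2 to 2819 (p 0.2, exact permutation test), and leaving out the 10 genes with the most counts cut that of the outer-part share to -1.12 percentage points (exact permutation p 0.3), so that the groups overlapped in both. Summed RPM of the list bound in mut-2 in hrde-2 mutants differed from wild-type by -1038 with TMM scaling, by -865 with nuclear rRNA genes left out of the total (chosen after seeing the data), and by -34.3 to 1549 with 1 library left out, lowest without wild-type replicate 3. The X share in hrde-1 mutants differed by -0.480 to 0.548 percentage points, and in hrde-2 mutants by -0.0742 to 0.954, both lowest without wild-type replicate 3. Without the 10 genes with the most counts the X share in hrde-2 mutants was -0.332 points from wild-type.

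In hrde-1 mutants the fold changes of 5 genes changed sign in some settings and passed the threshold in none. They lay near 0 except for eif-3.I when thinned, which gave 0.85 (adjusted p 0.808, against 0.549 to 0.981 over its alternatives). On the log2 scale, hrde-1 gave -0.014 and hrde-2 gave 0.16 when thinned. For ddx-10 the values were 0.019 with total counts, 0.047 with TMM over the densest 10% and 0.00064 with at least 10 counts in every library, and Y23H5B.5 gave -0.00048 with DESeq2 size factors. With 1 library left out, the ranges were -0.030 to 0.17 for hrde-1, -0.15 to 0.0012 for hrde-2, -0.027 to 0.26 for eif-3.I, -0.10 to 0.12 for ddx-10 and -0.094 to 0.19 for Y23H5B.5.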

Other observations

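The tests of lists against matched random lists and of IgG counts on the fbxc genes were set down before their results were seen; the other tests below were chosen after the result was seen.

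In each comparison, 1 of the 10 splits of the 6 libraries gave as many calls, namely the real one. The most calls in any other split was 0 for hrde-1 and wild-type, 2 for hrde-2 and wild-type and 0 for hrde-2 and hrde-1. With 10 splits the share cannot fall below 0.1, so a chance division of the libraries stays formally open. Of the 41 genes called in the same direction in both mutants, 37 stayed so without wild-type replicate 1, 33 without replicate 2 and 20 without replicate 3. In all, 4 genes were higher and 66 lower in both without replicate 1, 1 and 44 without replicate 2, and 15 and 25 without replicate 3. Leaving out replicate 3 thus lost 21 of the 41, against 4 and 8 for the other wild-type libraries. It did not lower the number of genes at an unadjusted p under 0.05, which went from 3160 to 3760 in hrde-1 mutants and from 2669 to 2883 in hrde-2 mutants. A candidate explanation for part of the shared calls is therefore wild-type replicate 3 itself, while the 20 that stayed do not need it. The correlation of the fold changes, 0.539, lay within the simulated range, but the share of genes with the same sign, 72.8%, lay above its simulated range of 67.9% to 68.8%. The simulated genes varied independently of each other, so whether the mutants share more than their wild-type libraries stays open.

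The genes called were often neighbours. There were 47 adjacent pairs of calls in the same direction in hrde-1 mutants, where calls placed at random gave 0.94 on average and at most 7, and 25 pairs in hrde-2 mutants, where random placement gave 0.36 and at most 4 (10000 placements, p 0.0001 for both, the smallest possible). Blocks held 55 of 190 nuclear calls in hrde-1 mutants and 30 of 142 in hrde-2 mutants, so a count of genes overstates the number of independent events.

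The example genes of the study, from eif-3.I to Y23H5B.5, lie in such a block, on chromosome I from 2472066 to 2506259, which rose from 80.8 ± 12.9 CPM in wild-type to 585 ± 22.3 in hrde-2 mutants (SD, n = 3) and stood at 86.6 ± 11.7 in hrde-1 mutants. It has sharp edges, as the plot of counts along chromosome I shows. A candidate explanation is extra DNA copies in the hrde-2 strain. Its 3 inner genes shared a single fold change within their errors (heterogeneity p 0.584). A copy-number step would give this, and a spread of the mark could give it as well. The edge genes, left out of that test, rose less, by 1.287 (abtm-1) and 2.40 (Y23H5B.5) against 2.732 to 2.964 on the log2 scale. The IgG libraries had 15, 12 and 6 counts on the block in wild-type, hrde-1 and hrde-2 mutants, or 64.1 CPM (Wilson 95% interval 38.9 to 105.8), 319 (183 to 558) and 430 (197.1 to 938). Fisher's exact tests of single libraries gave p 0.000825 for hrde-2 against wild-type, p 0.000113 for hrde-1 against wild-type and p 0.596 for hrde-2 against hrde-1. These cover counting error only, and the counts may be copies of few fragments, as the 12 in hrde-1 mutants were 7 at ddx-10 and 5 at Y23H5B.5. With 1 IgG library per genotype they compare libraries and not strains. The study also showed HRDE-1-bound small RNAs at its example genes in hrde-2 mutants, with H3K9me3 raised where these RNAs map. Small RNAs were not examined here. From the gene counts alone, extra copies and a gain of H3K9me3 cannot be told apart. Sequencing of input DNA from both strains would decide it.

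Other raised blocks were open in the same way. On chromosome III from 1271 to 42021, 7 genes rose in hrde-2 mutants, from 354 to 688 CPM, and the inner genes could share a single fold change (heterogeneity p 0.0851). The edge gene fbxa-6, left out of that test, rose by 1.61 on the log2 scale, above the inner genes at 0.662 to 1.105. On chromosome X from 2933361 to 2950448, 5 genes rose in hrde-1 mutants, from 187 to 395 CPM (heterogeneity p 0.811). Extra copies and a gain of the mark cannot be told apart for either block, since equal steps of the inner genes could come from both.

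On chromosome V from 18426580 to 18465320, 12 neighbouring genes held 8349 counts in wild-type and 9607 in hrde-2 mutants but 556 in hrde-1 mutants, 486 of them at srw-83 on the edge. The block had 58.5 counts per kb in hrde-1 mutants, below each of the 28566 other windows of as many genes (lowest 155, 1st percentile 266). The 11 genes without srw-83 had 2.47, 2.71 and 3.06 counts per kb in the 3 hrde-1 libraries, where the lowest of 28573 other windows of 11 genes had 41.2, 54.96 and 55.1. A loss of H3K9me3 with the DNA in place would leave background counts as in other windows, so these values argue against it as the cause at these 11 genes. A candidate explanation is a deletion in the hrde-1 strain. Against a complete deletion, the hrde-1 H3K9me3 libraries had 61 counts at ZK262.8 (18438381 to 18440195), inside the block, against 1642 in wild-type. The hrde-1 IgG library also had 4 counts at srw-82, where the hrde-1 H3K9me3 libraries had 1 count in all. These counts may be fragments misplaced from related genes, and the 4 may be copies of a single fragment, neither of which was tested. A deletion of all or part of the block and a sequence in that strain too different from the reference to be aligned cannot be told apart here. In either case ZK228.1 and its neighbours would not be cases of a lost mark.

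On chromosome IV from 891239 to 913167, 10 fbxc genes fell in both mutants, from 762 ± 57.04 CPM in wild-type to 330 ± 56.7 and 455 ± 36.9 (SD, n = 3). These genes belong to one family, so the mark, the number of copies and the placement of fragments among similar genes may each differ. Their sequence similarity was not measured. The IgG libraries held 227 CPM in wild-type, 239 in hrde-1 mutants and 1290 in hrde-2 mutants on 53, 9 and 18 counts. In hrde-1 mutants the IgG share did not differ from wild-type (Fisher's exact test of single libraries, p 0.854), at a depth that cannot exclude a fall. In hrde-2 mutants it was higher (Wilson 95% interval 816 to 2039 CPM against 173 to 296, Fisher's exact p 5.48e-08), which is opposite to what fewer copies would give, although it rests on 18 counts of a single library that may include copied fragments. Fewer copies and less of the mark therefore cannot be told apart in either mutant.

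The rise of the list bound in mut-2; hrde-2 in hrde-2 mutants was set against random lists. Its median of 0.12 was at percentile 100.0 of lists matched on counts per kb, and also of lists matched on counts per kb, GC content and exon length, which argues against these properties as the whole cause. The latter lists rose as well, with a median of 0.06 (middle 95% 0.04 to 0.07), so part of the rise is seen in genes of similar GC content and length. In hrde-1 mutants the list median, 0.06, was at percentile 100.0 of lists matched on counts per kb alone. It was at percentile 84.2 of lists matched on GC content and exon length as well. With only protein-coding genes, this matching put the list at percentile 94.69. A rise beyond genes of similar GC content and length was thus not shown in hrde-1 mutants, and is not excluded. With only the 6 hrde-1 and hrde-2 libraries in the fit, the list was higher by 0.05 in hrde-2 mutants (camera adjusted p 0.000421, fry p 0.0356), but camera with an estimated correlation gave p 0.0914. The fit of all 9 libraries, which was run first, gave camera adjusted p 0.000662 but fry p 0.0543. Camera with an estimated correlation gave p 0.104 there. Whether the list differs between the mutants therefore stays open. A redirection of HRDE-1 to these genes, which the design offers as a biological explanation, may account for the excess over matched lists, and was not tested separately from the blocks above.

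The fall of the list bound in mut-2 in hrde-1 mutants was at percentile 0.0 of both kinds of matched lists. In hrde-2 mutants the list median, -0.01, was low against matched lists as well, at percentile 0.71 on counts per kb and 0.07 with GC content and length, so a low value is not specific to hrde-1 mutants. With only the 6 hrde-1 and hrde-2 libraries in the fit it was 0.05 higher in hrde-2 than in hrde-1 mutants, with a highest p of 0.00799 over camera, fry and an estimated correlation. These argue against gene density, GC content, length and the shared wild-type libraries as its whole cause. Less H3K9me3 without HRDE-1 on the genes it binds in mut-2 mutants is a hypothesis that the larger fall in hrde-1 mutants leaves open. The study reported lower H3K9me3 in hrde-1 mutants at regions defined earlier by such a loss, but no significant change over WAGO targets. Neither set was examined here. The genes with higher mRNA in hrde-1 mutants were at percentile 0.02 of lists matched on counts per kb and 0.0 of those matched on GC content and length as well. Of these 186 genes 62 are also on the list bound in mut-2, and those on no other list had a median of 0.06 instead.

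The higher mitochondrial share in hrde-1 mutants could come from a higher background, for which the densest 10% of nuclear genes would lose share. This share was taken of nuclear counts without rRNA genes, and the mitochondrial share of all counts. The densest genes held 15.1% ± 1.76 in wild-type, 14.6% ± 0.879 in hrde-1 mutants and 13.4% ± 0.716 in hrde-2 mutants (SD, n = 3). The hrde-1 mutants thus differed from wild-type by -0.503 percentage points (exact two-sided permutation test, p 0.8) and from hrde-2 mutants by 1.16 points (exact permutation p 0.2). The mitochondrial share was 6.34% and 6.78% in the IgG libraries of wild-type and hrde-1 mutants and 1.92% in that of hrde-2 mutants. Background and the purity of the nuclei cannot be told apart, as the libraries are too few and each genotype was prepared with its own.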
